A study of Homo sapiens with 2 samples.

How the data were processed

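Total RNA of 22Rv1 cells was extracted with TRIzol, made into libraries from 1 ug and sequenced on an Illumina HiSeq instrument, per the labels. The authors deposited 1 table of FPKM, mapped fragments scaled by transcript length and library total, with 1 column per library. The submitters' processing notes name STAR, an RNA-seq aligner, and the genome build hg19, without versions. The program that gave the FPKM, the gene annotation and its filters, and whether strand was used are not given in the sources used here, so reads shared by near-identical copies, pseudogenes or overlapping genes could have been counted in more than 1 way. FPKM divides by library total and transcript length, so a large difference in a few abundant genes shifts the others slightly. The 10 most abundant genes held 9.66% of the FPKM sum in the FBS library and 7.95% in the DHT library. The columns summed to 437616 and 431817.

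Libraries were assigned to FBS or DHT from the treatment label, and each column of the table was matched by its name to the sample title. The table had 21564 rows with 0 repeated symbols. A value was missing in both libraries for 95 rows, in the FBS library alone for 17 and in the DHT library alone for 16, and these rows were left out. A value of 0 was listed for 2461 genes in the FBS library and 2537 in the DHT library, which may include failed estimates. A spreadsheet had turned 26 symbols into dates, and none of them was named. The table gave no coordinates and the reference genome at hand was of another build than hg19, so no positions are printed.

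Depth was read from low values. Among 1799 genes below 0.05 FPKM in both libraries, 53.3% of the ratios of DHT to FBS were a ratio of whole numbers up to 5 times 0.932, within 1%, against 7.73% for shifted steps. That step makes the DHT library 1.07 times as deep. Absolute depth used the transcript lengths of GENCODE release 44 for 78 genes with 1 transcript and equal counts in both libraries. Each such value was taken as 1 fragment, and the estimate came from the densest window of depths, which held 31 of the 78 genes. It is approximate, since the other genes gave other depths and the authors' annotation could differ. Intervals for single genes were not given, because counts of well expressed genes cannot be recovered. Counting error covers no difference between cultures.

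For each gene log2((DHT + 1)/(FBS + 1)) was computed, so a pseudocount of 1 FPKM was used. Genes with a mean of the 2 libraries of at least 1 FPKM were kept, which left 12300, and the threshold was 2-fold either way. With 1 library per treatment no test across samples was possible, no p-value was computed, and no comparison of replicates or batches could be made. Gene lists were summarised by the median over members that passed the filter. Its percentile was taken among 10000 random lists of other genes with the same number of genes in each of 20 bins of mean expression, and a list stood apart below the 2.5th or above the 97.5th percentile. Lists with fewer than 3 such members got no percentile. The 36 lists were written from general knowledge before the data were examined, 28 as symbols and 8 as symbol patterns. They covered androgen-induced and androgen-repressed genes, genes shared with the glucocorticoid receptor, luminal, intestine and liver, and neuroendocrine genes, the cell cycle, sterol and fatty acid synthesis, immediate early genes, amino acid and endoplasmic reticulum stress, hypoxia, p53, interferon, metallothioneins, steroid enzymes, polyamines, ribosome biogenesis, the secretory pathway, retinoid, vitamin D and aryl hydrocarbon receptor targets, mesenchymal and TGF-beta response genes, 5 other cell types, reference genes, histones, cytoplasmic and mitochondrial ribosomal proteins, the respiratory chain, mitochondrially encoded genes, small noncoding RNAs, tubulin and actin, and heat shock genes. The small noncoding pattern also took microRNA host genes by their symbols. The secretory pathway list also held glycosylation genes, and many of its members are known to rise with androgen in prostate cells. A second intestine and liver list and a list of other mRNAs with a 5' TOP motif were added after the data were examined.

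Named genes followed a rule fixed in advance. It took 8 genes chosen in advance, KLK3, KLK2, TMPRSS2, FKBP5 and HNF4G among them, the 12 genes with the highest and the 12 with the lowest log2 ratio among genes with a mean of at least 5 FPKM, up to 3 members at each end of each list, and the 5 most abundant genes of each library. The ends of the added lists were named in the same way, and a gene named outside the rule is said to be so. Some genes that the rule takes are not reported here, though they count in the totals and list medians.

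The calculations were tested on simulated libraries drawn from the mean levels, lengths and estimated depths of 11795 genes that passed the filter. Of 50 genes each, 92% made 2.5-fold higher passed 2-fold, 100% of those 4-fold higher, 68% of those lowered to 0.4 of their level and 86% of those lowered to 0.25. Of 400 random lists, 4.75% lay outside the percentile bounds. Alternatives were pseudocounts of 0.1 and 5, median centring, upper-quartile scaling, rescaling to a common sum as TPM, scaling without the 50 most abundant genes of each library, no filter, a mean of at least 5 FPKM, 1.5-fold and 3-fold thresholds, summing rows of 1 symbol, the mean over members, 5 expression bins, and the androgen-induced list without shared genes. The setting with no filter still left out genes without a nonzero value in either library. Random lists matched also on transcript length, in 10 expression bins with 4 length bins each, and a restriction to protein-coding genes were added after the data were examined. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.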

Results

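RNA was sequenced from 22Rv1 cells, an established human prostate carcinoma line, under 2 treatments. The data held 2 libraries, 1 labelled FBS, the usual abbreviation of fetal bovine serum, and 1 labelled DHT, the usual abbreviation of dihydrotestosterone, a potent natural androgen. The sources used here gave neither the dose, the time of treatment nor the serum in the DHT medium, and serum itself can hold steroid hormones, so the FBS library was not treated as an androgen-free control. Each treatment had 1 library, so no difference below has a replicate check, no p-value was given, and higher or lower describes these 2 libraries. The deposited table gave FPKM for 21564 gene symbols, of which 21436 had a number in both libraries. In the FBS library 12412 genes reached an FPKM of 1 and in the DHT library 12171 did. From the steps between low values, the DHT library was estimated to be 1.07 times as deep as the FBS library. The absolute depth was estimated at about 95000000 fragments in the FBS library and about 102000000 in the DHT library. At that depth a transcript of 2 kb at an FPKM of 1 rested on about 190.0 fragments in the FBS library and 204 in the DHT library, which gives the log2 ratio of plain FPKM a standard error of 0.15 from counting alone.

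The comparison asks which transcripts differed in level between cells given DHT and cells in FBS. SGK1, a kinase gene known to respond to steroid hormones, stood at 0.33 FPKM in the FBS library and 10.4 in the DHT library, and DBI, which encodes an acyl-CoA binding protein, at 77.9 and 674 FPKM. FKBP5, which encodes a co-chaperone of steroid receptors, was 4.99-fold higher in the DHT library, at 609 FPKM against 122. AKAP12, a scaffold of protein kinase A, was 8.58-fold higher, and the potassium channel gene KCNN2 8.23-fold higher. The transcription factor gene KLF4 stood at 46.3 FPKM against 8.52, the feedback inhibitor of EGF receptor signaling ERRFI1 at 53.9 against 9.87, and the arylamine acetyltransferase gene NAT1 at 52.2 against 8.21. The remaining genes among the 12 with the largest ratios were TMCC3 at 16.8 FPKM against 1.91, NBL1 at 18.7 against 2.58, GNMT at 14.9 against 2.21 and NT5DC3 at 46.1 against 9.28. NBL1 overlaps a read-through transcript, so its value is uncertain.

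At the other end, CLDN11, a tight junction gene, was 6.49-fold lower in the DHT library, at 2.17 FPKM against 14.1. HGF, which encodes the ligand of the MET receptor, was 5.40-fold lower, at 4.94 against 26.7 FPKM. TRIB1, a pseudokinase gene, stood at 11.9 FPKM against 35.4, the synaptic organizer gene CBLN2 at 8.62 against 25.8, and BCHE, which encodes butyrylcholinesterase, at 2.93 against 9.24. DGAT2, whose product makes triglycerides, stood at 3.96 FPKM against 11.9, the tetraspanin gene TSPAN8 at 70.1 against 183, and DSEL, a dermatan sulfate epimerase-like gene, at 8.23 against 20.6. The steroid-converting aldo-keto reductase genes AKR1C3 and AKR1C1 and the symbol C11orf92, at 28.2 FPKM against 68.9, were also among the 12 lowest. EEF1A1, the gene of a translation elongation factor, stood at 2424 FPKM in the DHT library and at 7000 in the FBS library, where it was the most abundant gene. AKR1C genes are closely similar in sequence and EEF1A1 has many pseudogene copies, so their values are uncertain. The other genes among the 5 most abundant of each library were TMSB10, GAPDH, RPL41 and RPS27. GAPDH stood at 5949.8 FPKM in the FBS library and 6042 in the DHT library, and the sign of its log2 ratio of 0.02 flipped under upper-quartile scaling and scaling without the 50 most abundant genes.

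**Figure D1:**
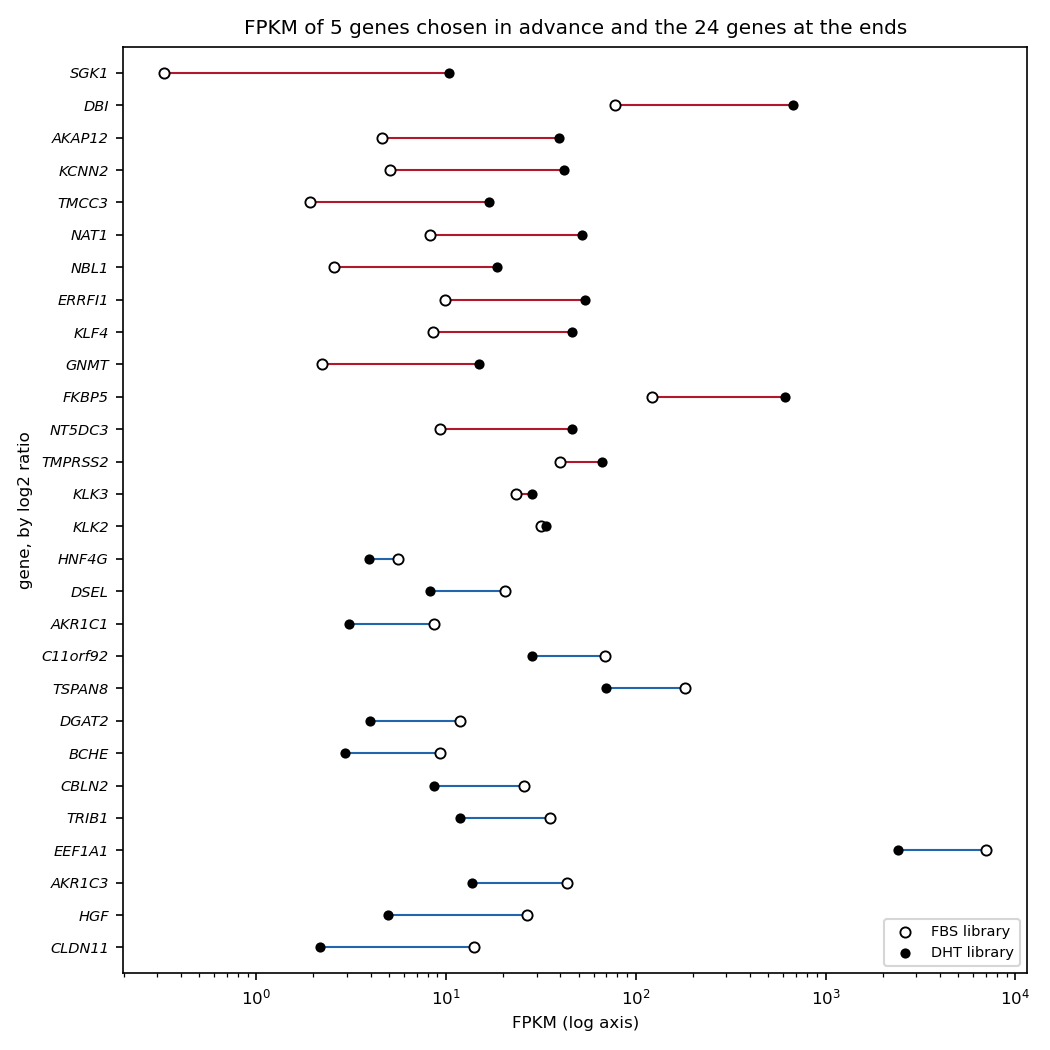
FPKM on a log axis in the FBS library (open circles) and the DHT library (filled circles) for 5 genes chosen in advance and the 12 genes at each end of the log2 ratio among genes with a mean FPKM of at least 5. Each row is 1 gene with 1 value per library, joined in red where DHT is higher and in blue where it is lower. SGK1 runs from 0.33 to 10.4 FPKM, while KLK2 hardly moves.

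Across the 12300 genes with a mean of at least 1 FPKM, 128 were at least 2-fold higher in the DHT library and 46 at least 2-fold lower, on the scale of log2(FPKM + 1). This scale understates the differences of low genes and is the one behind every count of genes past 2-fold, while folds of single genes are ratios of plain FPKM. The log2 ratio had a median of 0.01 and an SD of 0.30, and 95.4% of genes lay within 1.5-fold. In simulated libraries with counting noise alone, 0 of 11600 unchanged genes passed 2-fold, which says nothing of the spread between cultures. The number of genes depended on the pseudocount, with 173 higher and 103 lower at a pseudocount of 0.1 and 65 higher and 9 lower at 5.

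**Figure D2:**
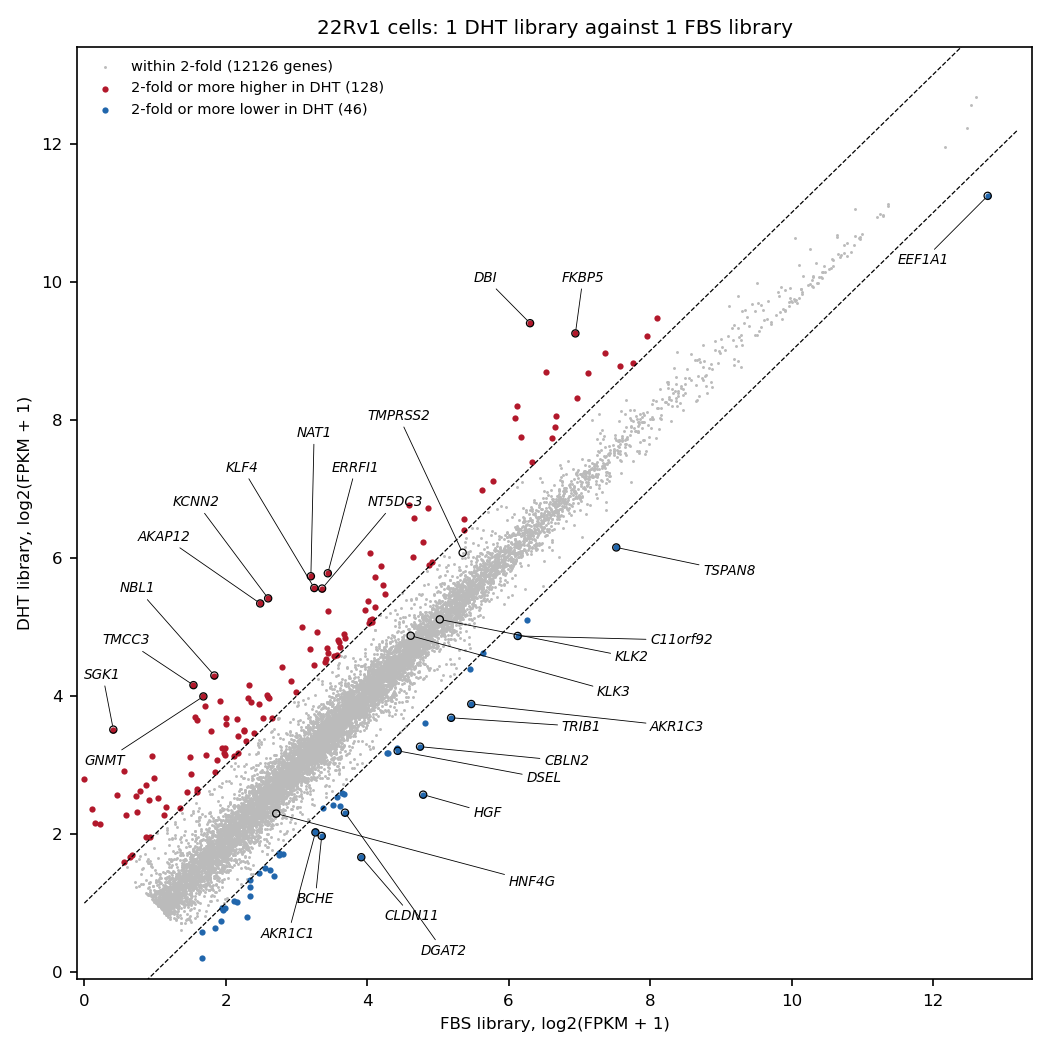
Log2(FPKM + 1) in the DHT library against the FBS library for the 12300 genes with a mean FPKM of at least 1, with dashed lines at 2-fold. The 128 red genes are at least 2-fold higher in the DHT library and the 46 blue genes at least 2-fold lower, and EEF1A1 lies apart from the other abundant genes at the upper right.

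Genes known to be switched on by androgen were mostly higher in the DHT library, by very different amounts. Of the 28 listed genes that passed the filter, 25 lay above 0 in log2 ratio, 11 of them by 2-fold or more, and 1 was at least 2-fold lower. MAF, a transcription factor gene, stood at 6.52 FPKM against 0.48, next to SGK1 and GNMT at the upper end. TMPRSS2, a luminal serine protease gene, was 1.67-fold higher at 66.4 FPKM against 39.8. KLK3, which encodes prostate-specific antigen, stood at 28.3 FPKM against 23.5, and KLK2 at 33.5 against 31.6. ACPP, the gene of prostatic acid phosphatase, was the exception at 2.25 FPKM against 5.76, with ADAMTS1 at 7.22 against 8.39 and ZBTB10 at 118 against 127 FPKM. The list median was 0.63 in log2 ratio, at percentile 100 of 10000 random lists of equal size matched on expression, 95% of which lay between -0.08 and 0.10. The mean over the same members was 0.96.

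Genes that androgen is known to lower showed no common direction. BCHE and DDC, the gene of aromatic amino acid decarboxylase, were at least 2-fold lower in the DHT library, with DDC at 1.70 FPKM against 4.54, and MET stood at 1.68 against 2.39. UGT2B11, a glucuronosyltransferase gene, went the other way at 3.43 FPKM against 0.16, a value that is uncertain because the UGT2B genes are closely similar. CAMK2N1 stood at 5.03 FPKM against 4.30 and SYT4 at 239.9 against 226. The median of the 7 members that passed the filter was -0.07, at percentile 35.3 of the random lists.

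Genes that the glucocorticoid receptor is also known to induce were higher as a group. All 12 listed genes were above 0 in log2 ratio and 8 were at least 2-fold higher, led by SGK1, ERRFI1 and FKBP5. The lowest ratios belonged to the phosphatase gene DUSP1, at 21.5 FPKM against 16.8, the transcription factor gene SNAI2, at 1.87 against 0.93, and ZBTB16, at 31.8 against 20.8. The list median was 1.06, at percentile 100 of the random lists. This list shares 4 tested genes with the androgen-induced list, whose median without them was 0.57, again at percentile 100.

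Luminal epithelial genes were split. The keratin genes KRT8 and KRT18, which mark luminal cells, stood at 709.6 and 595 FPKM in the DHT library against 272 and 248 in the FBS library, values that can include reads of their many pseudogenes. SPDEF, a luminal ETS factor gene, stood at 236 FPKM against 99.4. GATA2, a zinc finger factor gene, was 2.13-fold lower at 19.98 FPKM against 42.6, FOLH1, which encodes prostate-specific membrane antigen, stood at 78.2 against 131, and the cadherin gene CDH1 at 82.3 against 89.1. The median over 14 genes was 0.12, at percentile 88.8 of the random lists, while the mean over members was 0.26, at percentile 97.7.

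Genes of intestine and liver epithelium were lower in the DHT library. Of the 10 listed genes that passed the filter, 9 lay below 0 in log2 ratio, although 0 of them reached 2-fold on that scale. HNF4G, a transcription factor gene, stood at 3.92 FPKM in the DHT library against 5.56 in the FBS library. VIL1, the gene of the microvillus protein villin, stood at 7.06 FPKM against 13.5, the intestinal cadherin gene CDH17 at 1.07 against 2.66, which is past 2-fold in plain FPKM, and SPINK1, a trypsin inhibitor gene, at 102 against 165. The smaller ratios were those of ONECUT2, at 3.66 FPKM against 4.34, CPS1, at 0.94 against 1.19, and GATA6, the exception at 2.32 against 1.98. The list median was -0.48, at percentile 0 of the random lists, 95% of which lay between -0.23 and 0.10. The other 20 listed genes had a mean under 1 FPKM, and with no filter the median over 28 genes was -0.12. A second list of intestine and liver genes, written after the first was seen, had a median of 0.15 over 8 genes, and of -0.0074 over 50 genes with no filter. In both lists the pseudocount pulls the ratios of genes under 1 FPKM toward 0.

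**Figure D3:**
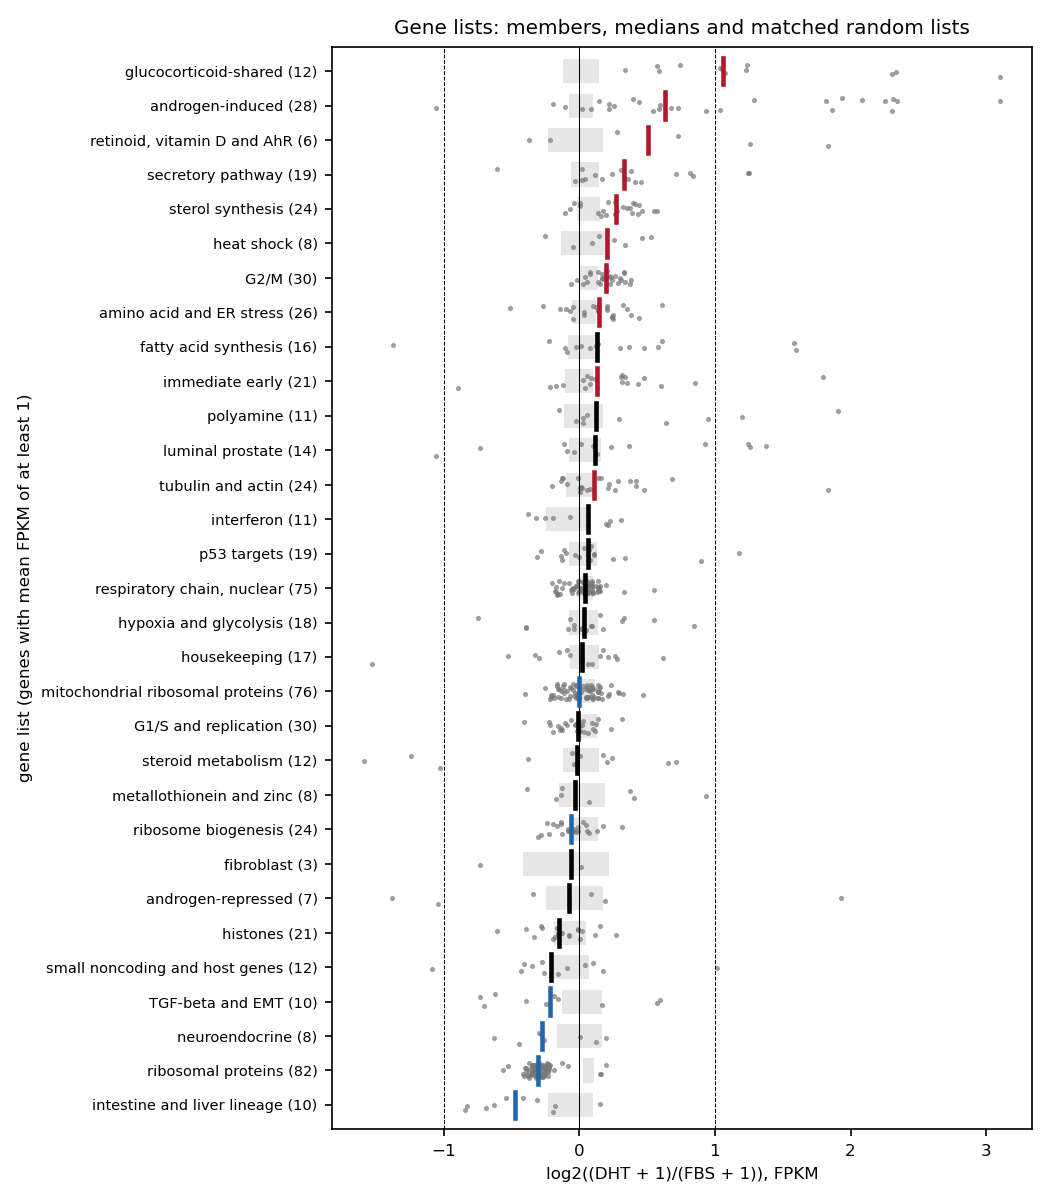
Log2 ratio of DHT to FBS (pseudocount 1) for the members of 31 gene lists with at least 3 genes of mean FPKM of at least 1, whose number stands in brackets. Grey points are genes, vertical bars are list medians, and grey boxes span the central 95% of medians of matched random lists, with the bar red above the box, blue below it and black inside. The glucocorticoid-shared and androgen-induced lists lie at the upper end, at 1.06 and 0.63, and the ribosomal protein and intestine and liver lists at the lower end, at -0.30 and -0.48.

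Of 12 enzymes that make or inactivate androgens, 3 were at least 2-fold lower in the DHT library, all of the AKR1C family. AKR1C3, whose product forms testosterone from androstenedione, stood at 13.8 FPKM in the DHT library against 43.4, AKR1C1 at 3.07 against 8.63 and AKR1C2 at 4.81 against 10.9, with the limit of shared sequence given above. In contrast, the steroid sulfatase gene STS stood at 2.85 FPKM against 1.35, SRD5A1, a gene of steroid 5-alpha reductase, at 16.7 against 10.3, and HSD17B10 at 97.1 against 81.9. The median over 12 genes was -0.02, at percentile 33.0 of the random lists, while the mean was -0.20, at percentile 0.29.

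Genes of lipid, polyamine and secretory metabolism contained several of the larger differences. Among 24 sterol synthesis genes 21 lay above 0 in log2 ratio, with MVK, the mevalonate kinase gene, at 17.2 FPKM against 12.2. PMVK at 49.9 FPKM against 53.8, TM7SF2 at 62.4 against 65.5 and SREBF2 at 81.0 against 83.5 were the members below 0. The sterol median was 0.27, at percentile 100. FASN, the gene of fatty acid synthase, was 3.03-fold higher at 498 FPKM against 164 and the elongase gene ELOVL5 3.03-fold higher at 215 against 71.0, with the desaturase gene FADS2 at 46.7 against 30.3. Of the same fatty acid list DGAT2 was lower, and SREBF1 stood at 47.0 FPKM against 55.0 and ELOVL6 at 34.4 against 37.1. The fatty acid median over 16 genes was 0.13, at percentile 95.2, and 0.22, at percentile 99.7, with a mean of at least 5 FPKM required.

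SAT1, which encodes the polyamine-acetylating enzyme, stood at 94.2 FPKM in the DHT library against 24.4, ODC1, the gene of ornithine decarboxylase, at 437 against 189.6 and the spermine synthase gene SMS at 85.2 against 43.6. ARG2 at 30.5 FPKM against 34.0, PAOX at 3.75 against 3.82 and SRM at 61.6 against 60.5 were the lowest of the 11 polyamine genes, whose median was 0.12, at percentile 89.1, and whose mean was 0.46, at percentile 99.95. The sign of the SRM ratio flipped under upper-quartile scaling. In the secretory pathway list, 17 of 19 genes lay above 0, with a median of 0.33 at percentile 100. Many genes of this list were known beforehand to rise with androgen in prostate cells. Its median is therefore not a result about secretion apart from the androgen response. RAB3B, a vesicle GTPase gene, stood at 10.4 FPKM against 3.79 and the coat protein gene SEC24D at 10.2 against 5.23, next to SPDEF. GALNT3, a glycosyltransferase gene, was lower at 5.20 FPKM against 8.43, CREB3L1 stood at 1.84 against 1.91, and TRAM1 at 43.8 against 43.3, with a sign that flipped under upper-quartile scaling.

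Ribosomal protein genes were lower together by a small amount. Of 82 genes 79 lay below 0 in log2 ratio, although 0 reached 2-fold, and the median was -0.30, at percentile 0 of the random lists. RPL21 at 27.1 FPKM against 40.4 and RPL13A at 433 against 624 were among the lowest ratios, and the related genes RPL39L, RPS27L and RPL26L1 were the 3 above 0, with RPL39L at 50.3 against 43.8. Ribosomal protein genes have many pseudogenes, so single values are uncertain. Ribosome biogenesis factors had a median of -0.06 over 24 genes, at percentile 0.83, from NOB1 at 27.4 FPKM against 34.1 and the nucleolar gene NPM1 at 597 against 725 to RRP12 at 19.5 against 15.5. Mitochondrial ribosomal protein genes had a median of 0.0013 over 76 genes, at percentile 0.29 of random lists whose own medians centered on 0.06. The sign of that median flipped under median centring, upper-quartile scaling and scaling without the 50 most abundant genes. Nucleus-encoded respiratory chain genes had a median of 0.04 over 75 genes, at percentile 43.8, and the 17 common reference genes one of 0.02, at percentile 33.1, with a mean of -0.065, and the signs of both medians flipped under upper-quartile scaling. Within the reference list B2M stood at 310.4 FPKM against 202 and RPLP0 at 1998 against 2500.5.

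Markers of other cell types were near the floor in both libraries, apart from alpha-globin. Of 11 basal epithelial markers 0 had a mean of at least 1 FPKM. Of 12 fibroblast markers 3 did, with LUM at 0.81 FPKM in the DHT library against 2.01, COL1A1 at 1.95 against 2.07 and ACTA2 at 1.26 against 1.25, and their median was -0.06, at percentile 66.9. Of 9 endothelial markers 1 did, EGFL7 at 1.18 FPKM against 1.14, and of 12 leukocyte markers 2 did, CD68 at 2.34 against 1.55 and LYZ at 1.70 against 2.16. The ratios of ACTA2 and EGFL7 changed sign with the scaling. Of 8 erythroid markers 2 did, HBA1 at 43.0 FPKM against 49.7 and HBA2 at 53.2 against 59.5, a pair of genes whose near-identical sequence makes each value uncertain.

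Of the 36 lists fixed before the data were examined, 31 had at least 3 genes that passed the filter. Of these, 10 medians lay above the central 95% of their random lists, 6 below it and 15 within. By chance 1.55 would lie outside if genes within a list varied as independently as randomly drawn genes. Lists share genes and co-regulated genes are not independent, so these percentiles describe the 2 libraries and are not tests.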

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

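Matching on transcript length, the restriction to protein-coding genes and the second intestine and liver list were chosen after seeing the data. No paired analysis was possible because each treatment had 1 library, and for the same reason no library could be left out in turn. The androgen-induced median stayed between 0.55 and 0.69, with a mean over members of 0.96, and that of intestine and liver genes between -0.66 and -0.12, both outside their random lists under each alternative that kept the list, while the androgen-repressed median stayed inside. The second intestine and liver list reversed the sign, at 0.15 over the 8 of 58 genes past the filter but -0.0074 with no filter, and the cause was not tested. Against 128 genes higher and 46 lower, a pseudocount of 0.1 gave 103 lower and a pseudocount of 5 gave 65 higher and 9 lower, because it damps low genes. Rescaling to TPM, whose larger values make the fixed pseudocount and filter relatively smaller, gave 74 lower, and the cause was not tested. A mean of at least 5 FPKM gave 26 lower, with fewer genes tested. By their construction, the 1.5-fold threshold gave 340 higher and 229 lower and the 3-fold threshold 48 and 3. The share of higher genes was 73.6% and lay between 68.3% and 73.0% under centring and scaling, but it was 62.7% and 87.8% at pseudocounts of 0.1 and 5 and 59.8% and 94.1% at the 1.5-fold and 3-fold thresholds. The median of mitochondrial ribosomal proteins turned from 0.0013 to -0.0066 under median centring, -0.057 under upper-quartile scaling and -0.048 without the 50 most abundant genes, because it lies so near 0. The retinoid, vitamin D and aryl hydrocarbon median turned from 0.51 to -0.014 with no filter, which adds genes near 0 FPKM. Of the other list values, 338 stayed on their side of the percentile bounds, 13 came inside and 8 moved outside. Of the values of named genes, 1306 stayed on their side of 2-fold, 16 came inside it and 10 moved past it. Counting error alone, a standard error of 0.15 in log2 ratio for a 2 kb transcript at an FPKM of 1, is as large as some ratios printed for genes near that level, and the spread between cultures is unknown.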

Other observations

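Genes of mitosis were slightly but broadly higher in the DHT library. Of 30 genes of G2 and mitosis 28 lay above 0 in log2 ratio, with a median of 0.20 at percentile 99.9 of matched random lists, led by CDKN3 at 38.9 FPKM against 29.6, BUB1 at 25.1 against 19.1 and CDC20 at 92.2 against 73.0. BUB1B at 25.6 FPKM against 26.7, TOP2A at 66.6 against 67.3 and AURKB at 41.5 against 40.7 had the lowest ratios, and the latter pair changed sign with the scaling. Genes of G1/S and replication had a median of -0.01 over 30 genes, at percentile 4.84, with a sign that flipped under TPM scaling, from UNG at 70.6 FPKM against 93.8 to RRM2 at 84.5 against 67.9. Among immediate early genes 17 of 21 lay above 0, with a median of 0.13 at percentile 99.2, led by the orphan receptor gene NR4A1 at 36.7 FPKM against 9.84 and ZFP36, an mRNA decay factor gene, at 17.5 against 9.27. MYC went the other way, at 47.2 FPKM in the DHT library against 88.7. Mesenchymal and TGF-beta response genes had a median of -0.22 over 10 genes, at percentile 0.21, with SMAD7 at 3.99 FPKM against 7.28, ID2 at 63.3 against 104 and ID3 at 136 against 210.3, while FN1, the fibronectin gene, stood at 13.1 against 8.33. With no filter that median was -0.04, at percentile 13.6. The list of retinoid, vitamin D and aryl hydrocarbon receptor targets kept 6 genes, none of them its vitamin D target, with a median of 0.51 at percentile 100, led by CYP1A1 at 16.9 FPKM against 4.02 and the retinoic acid receptor gene RARB at 8.52 against 2.97, while CYP1B1 stood at 1.201 against 1.85 and the retinoid target DHRS3 at 7.89 against 9.30, and with no filter the median was -0.014.

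Neuroendocrine genes had a median of -0.27 over 8 genes, at percentile 0.13, with the splicing factor gene SRRM4 at 24.4 FPKM against 38.4, CHGA, the chromogranin A gene, at 3.47 against 5.09 and synaptophysin, encoded by SYP, at 35.5 against 30.8. With no filter that median was -0.00035, at percentile 73.9. Stress genes of the amino acid and unfolded protein responses had a median of 0.14 over 26 genes, at percentile 99.1, and the mean lay at percentile 91.3. The chaperone gene DNAJB9 led in log2 ratio and was 1.61-fold higher in plain FPKM, where CHAC1 was 1.82-fold higher, at 1.42 FPKM against 0.78. Heat shock genes had a median of 0.20 over 8 genes, at percentile 97.9, led by HSPH1 at 24.5 FPKM against 16.7, and tubulin and actin genes one of 0.11 over 24 genes, at percentile 98.2, led by TUBA3D at 4.89 against 0.65, a gene with near-identical copies. Under 5 expression bins these fell to percentiles 96.7 and 96.9. The heat shock mean over members lay at percentile 87.95. The tubulin and actin median lay at percentile 95.9 under TPM scaling, while its mean over members lay at 99.5. Targets of p53 had a median of 0.06 over 19 genes, at percentile 75.4, with TNFRSF10B, a death receptor gene, at 38.1 FPKM against 16.3 and the cell cycle inhibitor gene CDKN1A at 77.3 against 41.1. Genes of hypoxia and glycolysis had a median of 0.04 over 18 genes, at percentile 50.7 and with a sign that flipped under upper-quartile scaling, from PFKFB3 at 8.67 FPKM against 15.3 to ANKRD37 at 10.5 against 5.40. Interferon-stimulated genes had a median of 0.06 over 11 genes, at percentile 95.2, with 6 above 0 and 5 below, from OAS3 at 5.01 FPKM against 6.82 to ISG15 at 132 against 107, and their mean was -0.013. Metallothionein and zinc genes had a median of -0.03 over 8 genes, at percentile 25.6, and a mean of 0.12, with MT2A at 461 FPKM against 605 and MT1M at 11.8 against 5.72. Histone genes had a median of -0.15 over 21 genes, at percentile 6.90, and small noncoding and host genes one of -0.21 over 12, at percentile 3.56. Under TPM scaling these were -0.084 at percentile 60.4 and -0.077 at percentile 61.4, and with no filter histones stood at -0.0066, at percentile 99.5. The table held 0 mitochondrially encoded genes.

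The tests of other 5' TOP mRNAs and of intestine and liver genes with a mean of at least 5 FPKM were chosen only after the results they bear on had been seen. So were the second intestine and liver list and matching on transcript length. Leaving shared genes out of the androgen-induced list was an alternative fixed in advance, but its use as a test here was chosen afterwards. Library preparation cannot be separated from treatment in any of these tests.

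The first pattern was the lower level of 79 of 82 ribosomal protein genes in the DHT library. A bias against short or abundant transcripts was tested with 10000 random lists matched on both expression and transcript length. The list median of -0.30 stood at percentile 0, below an interval of 0.03 to 0.11. This argues against a bias shared by all genes of the same expression and length bins. Those bins were wide, however, and could hold genes less abundant or longer than most ribosomal protein genes. The test therefore cannot decide on a bias limited to the most abundant or shortest transcripts. A candidate explanation is a shared change of mRNAs with a 5' TOP motif, which also carry translation factors, and 22 other such mRNAs, a list written after several of their values had been seen, had a median of -0.25 at percentile 0. Of these 21 lay below 0, from NAP1L1 at 179.8 FPKM against 243 and the noncoding GAS5 at 333 against 446, and TPT1, at 1611 against 1590, was the exception, with a sign that flipped under upper-quartile scaling. The part of pseudogene reads and of culture density or serum was not tested.

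The second pattern was the lower level of intestine and liver genes, HNF4G among them. Low values near the floor were tested with the 4 members of mean at least 5 FPKM, whose median of -0.66 stood at percentile 0, which argues against the floor as the cause. A wider fall of intestine and liver genes was tested with a second list of 58 genes sharing no member, of which 8 passed the filter. Their median of 0.15 stood at percentile 96.7, and at 77.4 over 50 genes with no filter. With a pseudocount of 0.1 it stood at percentile 97.6, and under TPM scaling, over 10 genes, at 98.95. Genes added with no filter had a mean under 1 FPKM, where the pseudocount of 1 pulls ratios toward 0. The value with no filter therefore says little of them. The 8 members went both ways, 6 above 0 and 2 below with an SD of 0.60, so the test decides nothing. A median at or above the middle of the random lists had, however, been set beforehand as evidence against a wider fall. In that list DPP4 stood at 1.42 FPKM in the DHT library against 3.64 and AMBP at 3.85 against 5.67, while KLF5 at 8.996 against 4.502 and MYO1A at 4.997 against 2.44 went the other way. ALB, a liver product in neither list and named after its value was seen, stood at 33.2 FPKM against 75.7. Named in the same way, the intestinal genes SLC26A3, at 4.64 FPKM against 0.88, and PHGR1, at 7.69 against 1.82, went the other way. Whether the difference is wider than the first list, and an effect of DHT on it, stay open.

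The third pattern was the wide spread of androgen-induced genes, whose log2 ratios had an SD of 1.01, with FKBP5 far above KLK3 and KLK2. That only genes that glucocorticoid receptor also induces are higher was tested by leaving these out, and the median of the other 24 genes stood at percentile 100, which argues against it. That members already high in the FBS library have less room to rise was tested by Spearman's rho across the 28 genes, which are not independent replicates, between FBS level and log2 ratio, and rho was -0.35, at percentile 0.40 of random lists. The ratio itself holds the FBS level, however, and with the mean level of both libraries rho was -0.17, at percentile 2.88, and with the DHT level 0.011, so less room to rise cannot be told apart from that built-in tie. Androgen already present in the serum of the FBS library could act in the same way and was not tested.

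EEF1A1 was listed at exactly 7000 FPKM in the FBS library, the only nonzero value in the table with 1 significant digit. Values with 2, 3, 4 and 5 digits numbered 8, 29, 376 and 3391, so a single value with 1 digit does not by itself set EEF1A1 apart. PMEPA1, an androgen-induced gene named here after its value was seen, had no value in the FBS library and 117 FPKM in the DHT library, and so entered no comparison.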
